A study of Mus musculus with 6 samples. Its data were reported in "STAT5 promotes accessibility and is required for BATF-mediated plasticity at the Il9 locus" (2020).

How the data were processed

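The 6 libraries analysed came, 2 each, from Th9, Th2 and Th17 cells differentiated in culture from naive T cells of C57BL/6 mouse spleen. Per the labels and the methods, nuclei were treated with the Tn5 transposase and sequenced as read pairs on an Illumina NovaSeq. The authors trimmed adapters and low-quality bases with Trim Galore, aligned to the mm10 build of the mouse genome with bowtie2, keeping concordant pairs, and removed duplicates with Picard. They also set aside reads of low mapping quality and mitochondrial reads. Peaks were then called by the authors with MACS2 in its paired-fragment, broad mode with no local background, for each library on its own, with no input control. In this mode every position is judged against a single genome-wide background, so regions present in many copies can be called as peaks. A shift for the offset of Tn5 cuts was not stated, and whole fragments were piled up, which leaves an offset of a few bases too small to matter for broad peaks. The peak-calling cutoff and the MACS2 version were not stated.

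Each deposited list gave the position of each peak, an integer score that the authors' peak caller derived for display, the fold enrichment over background, and the −log10 of the p-value and of the q-value, all as the authors deposited them. The score was not used. The fold enrichment, a linear ratio, was converted to a percentile within its own list, and folds of different lists were not compared except as a filter and as the lowest fold called in each list. The −log10 q in the deposited lists was never below 1.02. The deposited −log10 p was used to rank peaks when lists were set to equal length.

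The chromosome names and lengths were checked against GRCm38.p6, the assembly that mm10 displays, and 0 peaks lay past the end of a chromosome. Genes were taken from the basic set of GENCODE M21 on the same assembly. Primer sequences given in the methods for the Il9 promoter and CNS-25 were matched exactly to the assembly on both strands. Of the pair for a site 35 kb upstream, only the reverse primer matched, so that site was not used here.

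Depth was recovered from the lists, which hold no read counts. In this MACS2 mode the fold enrichment of a flat peak equals its fragment coverage plus 1, divided by the background plus 1, and its p-value is a Poisson tail of that coverage. Only 1 whole number of fragments satisfied both for the most frequent flat peak of each list. This background coverage assumes that the lists were made as described, and its ratio to the shortest peak, which equals the fragment length, gave the relative number of fragments.

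Overlap between lists was measured as the base-pair Jaccard index, computed in Python 3.11.15 with numpy 2.4.6 and pandas 2.3.3 and checked against bedtools 2.31.1. Peaks of all 6 lists that overlapped or touched were joined into regions, and a library called a region when a peak of it overlapped by at least 1 bp. A gene was called when a peak overlapped by at least 1 bp the window from 1000 bp upstream to 100 bp downstream of any annotated start. For each measure over the 15 pairs of libraries, the 3 pairs of a single subset were compared with the rest by a one-sided exact permutation test over the 15 ways to form 3 pairs, whose smallest p is 0.0667, so no comparison could reach 0.05. No test was made for a single region or gene. With 2 libraries per subset a permutation test could not give a small p there, and a model-based test was not tried. The named genes were a list fixed beforehand plus, for each subset, the 5 protein-coding genes with a promoter peak in both of its libraries and no other that had the highest mean percentile. A gene of the fixed list and 1 sequence word tested with it are not reported here. Gene names that start with Gm and a digit or end in Rik were left out. For the closing observations, matches to short sequence words were counted on both strands of the assembly. On simulated data, 8 of 8 planted subset patterns among 18276 regions and 200 of 200 background coverages were recovered, and 6.65% of 2000 random value sets reached the smallest p. The coverages were made with the same formula that was solved, so they tested the solving and not whether the lists follow it. For pairs of the real lists, 3 of 3 Jaccard indices matched bedtools.

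The alternatives were peaks with a −log10 q of at least 5, a fold enrichment of at least 4, lists of equal length by −log10 p, the top 20000 peaks by fold, only numbered chromosomes and X, at least 50% of a region covered, bins of 1 kb in place of regions, a call in either library, promoters of 2000 bp on either side, all annotated genes, a promoter overlap of at least 200 bp, each library left out in turn, and a block for the replicate number. A fold enrichment of at least 2.2, which gives all lists about the same lowest fold, was added after the lists had been seen.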

Results

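The study examined how open chromatin differed between T helper subsets that make different cytokines, with most interest in the gene for interleukin 9. ATAC-seq, in which the transposase Tn5 cuts and tags accessible DNA, was performed on mouse naive CD4 T cells from spleen that had been cultured under conditions producing Th9, Th2 or Th17 cells. Th9 cells make interleukin 9, Th2 cells make interleukins 4, 5 and 13, and Th17 cells make interleukins 17A and 17F. Each subset had 2 libraries, labelled replicate 1 and replicate 3, and each of the 6 libraries had its own list of peaks. The fold enrichment given for each peak was the authors' own value and served here to rank or filter peaks within a list and to recover the depth and detection limit of each library.

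The lists held between 100317 and 142213 peaks. Th9 had 121658 ± 29070 peaks (SD, n = 2), Th2 had 131138 ± 15472 and Th17 had 113695 ± 18919, so the subset means differed by less than the Th9 replicates did. Replicate 1 had the longer list in each subset, with 142213 against 101102 peaks in Th9, 142079 against 120198 in Th2 and 127073 against 100317 in Th17. The peaks covered 91.2 ± 14.9 Mb in Th9, 113 ± 6.54 Mb in Th2 and 93.7 ± 3.18 Mb in Th17 (SD, n = 2 each). Depth was read from the lists themselves, as the mean number of fragments over a genomic position against which peaks had been called. This background coverage was 5.65 fragments in Th9 replicate 1, 12.1 in Th9 replicate 3, 11.2 in Th2 replicate 1, 15.2 in Th2 replicate 3, 14.4 in Th17 replicate 1 and 17.7 in Th17 replicate 3. Divided by fragment length, the deepest library held 2.47 times as many fragments as the shallowest, Th9 replicate 1. The weakest call in that shallowest library had a fold enrichment of 2.11, against 1.71 to 1.83 in the other 5, so sites of low accessibility were least detectable there. Each list also held a peak over the whole mitochondrial chromosome, positions 1 to 16299, which ranked between 1 and 3 by fold enrichment.

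**Figure D1:**
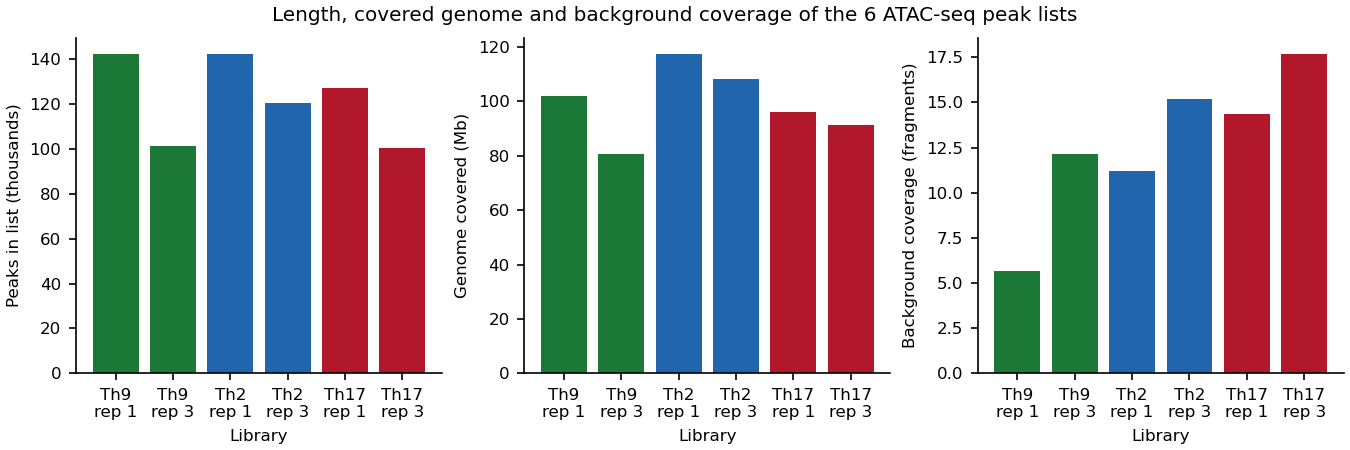
Number of peaks (left), genome covered by peaks in Mb (middle) and background coverage in fragments (right), with 1 bar per library coloured by subset. Replicate 1 has the longer list and the lower background coverage in each subset, as in Th9 with 142213 against 101102 peaks and 5.65 against 12.1 fragments.

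To ask whether libraries of a subset resembled each other more than libraries of different subsets, the base pairs covered by peaks were compared for all 15 pairs of libraries. The Jaccard index, the length covered in both lists divided by the length covered in either, was 0.526 ± 0.0507 (SD) for the 3 pairs of a single subset and 0.461 ± 0.0169 for the 12 pairs of different subsets. The difference of 0.0656 was the largest of the 15 ways to put 6 libraries into 3 pairs (one-sided exact permutation test, p = 0.0667), which is the smallest p the design allows. The subsets were not alike in this respect. The index was 0.549 between the Th2 libraries and 0.561 between the Th17 libraries, but 0.468 between the Th9 libraries, and 6 of the 12 pairs of different subsets lay above that Th9 value. These 6 included Th9 replicate 3 with Th2 replicate 3 at 0.482 and Th9 replicate 1 with Th2 replicate 1 at 0.470. The alternative that moved the difference most, peaks with a −log10 q of at least 5, gave 0.115, and then 0 of the 12 pairs lay above the Th9 pair.

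Peak strength separated the subsets more cleanly. For the 50493 regions called in every library, the within-list percentile of fold enrichment was compared between libraries. The Spearman correlation across regions, which are not independent replicates, was 0.887 between the Th9 libraries, 0.912 between the Th2 libraries and 0.927 between the Th17 libraries. For the 12 pairs of different subsets it ran from 0.802 to 0.871, so that 0 of them reached the lowest value within a subset. The difference between the means, 0.0751, was again the largest of the 15 arrangements (one-sided exact permutation test, p = 0.0667). In the full lists, Th9 and Th2 libraries had a mean correlation of 0.854, Th2 and Th17 libraries 0.827, and Th9 and Th17 libraries 0.819, each over 4 pairs. This order did not hold among stronger peaks. Th9 and Th2 libraries had a mean of 0.700 and Th9 and Th17 libraries 0.781 at a fold enrichment of at least 4, 0.686 and 0.778 in the top 20000 peaks, and 0.796 and 0.800 at a −log10 q of at least 5. The mean Jaccard index in the full lists was highest between Th2 and Th17, at 0.475, against 0.460 between Th9 and Th2 and 0.447 between Th9 and Th17. Which subset Th9 resembled most was therefore not resolved.

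Overlapping peaks of all lists were joined into 236017 regions, of which 87734 (37.2%) were called in a single library. For each pair of libraries, the regions called in that pair and in no other library were then counted. The 3 pairs of a single subset held 13886 such regions in all, the largest sum of the 15 arrangements (one-sided exact permutation test, p = 0.0667). Individually, the Th2 pair held 6783, the Th17 pair 4008 and the Th9 pair 3095. The 12 pairs of different subsets held 389 to 5569, and 2 of them exceeded the Th9 pair. The highest was Th9 replicate 1 with Th2 replicate 1, the longest lists of all, at 5569. In the full lists, the count for both Th9 libraries alone was therefore within the range that libraries of different subsets gave. This depended on the filter. The Th9 pair held 2762 regions against at most 1877 for the 12 pairs at equal list length, 787 against at most 486 at a fold enrichment of at least 4, and 706 against at most 223 in the top 20000 peaks. At a −log10 q of at least 5 it held 430, and 3 of the 12 pairs held more. A q cutoff asks for a higher fold at lower depth. Th9 replicate 1, the shallowest library, kept 35403 peaks there against 59936 in Th2 replicate 3. At a fold enrichment of at least 4 these libraries kept 24364 and 25334. The low Th9 count at this q therefore cannot be separated from depth.

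**Figure D2:**
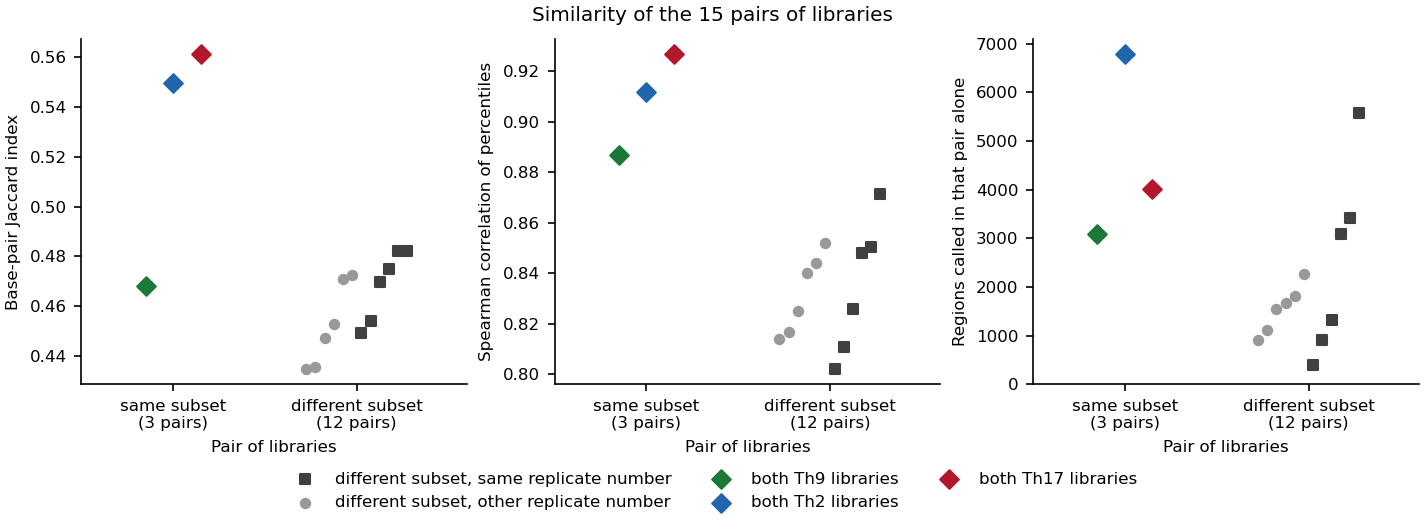
Base-pair Jaccard index (left), Spearman correlation of the within-list percentile (middle) and number of regions called in that pair alone (right) for the 15 pairs of libraries; diamonds are the 3 pairs of a single subset, squares and circles the 12 pairs of different subsets with the same or another replicate number, and the left and middle axes do not start at 0. The Th9 pair (0.468) lies among the pairs of different subsets for the Jaccard index and above all of them (0.887) for the correlation.

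The study set the peaks of the 3 subsets in promoter regions against each other as shared and unique. Here this was done first for regions across the genome, with both libraries of a subset required. The shares below are therefore not those of the study's comparison. Of the 236017 regions, 50493 (21.4%) were called in all 6 libraries. Regions called in both libraries of a subset and in none of the other 4 numbered 6783 for Th2, 4008 for Th17 and 3095 for Th9. Among regions shared by 2 subsets and absent from the other, 4732 were shared by Th9 and Th2, 3667 by Th2 and Th17, and 699 by Th9 and Th17. The remaining 162540 regions (68.9%) were called in only 1 library of at least 1 subset. Of the regions called in either library of a subset, 47.4% were called in both for Th9, 56.5% for Th2 and 57.3% for Th17. Requiring either library in place of both raised the counts to 39733 regions for Th9 alone, 36902 for Th2 alone and 24985 for Th17 alone and reversed the order of Th9 and Th2. In proportion, Th2 alone moved further in the top 20000 peaks, to 1131, and Th17 alone at a fold enrichment of at least 4, to 464. The counts also rested on single libraries. Regions for Th9 alone rose to 13515 without Th9 replicate 1 and to 29819 without Th9 replicate 3, those for Th2 alone to 18449 and 26170 without Th2 replicates 1 and 3, and those for Th17 alone to 10747 and 18831 without Th17 replicates 1 and 3. Regions shared by Th9 and Th17 alone rose to between 1069 and 2900 when any 1 of the 6 libraries was left out. The excess of Th9 and Th2 sharing over Th9 and Th17 sharing was present under each alternative and with each library left out, by 2.03 to 21.8 times. Shared regions were stronger and wider, the width in part by construction, since a region joins the peaks of every library that calls it. Regions called in all 6 libraries had a median within-list percentile of 76.4 and a median width of 1425 bp, against 29.4 and 503 bp for Th9 alone, 41.2 and 458 bp for Th2 alone, and 37.8 and 449.5 bp for Th17 alone. Of regions above the 90th percentile, 95.4% to 99.5% were called in all 6 libraries, depending on the library.

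When 1 library was taken from each subset, the number of regions found in only 1 of the 3 depended on which libraries were taken. Over the 8 possible trios, which share libraries and are not independent, Th9 had 16862 to 44122 unique regions, Th2 had 23255 to 45275 and Th17 had 14827 to 32763. Th9 had the most in 4 trios, each of them with Th9 replicate 1, while Th2 had the most in 3 and Th17 in 1. The order of the subsets by unique regions was therefore not resolved by these libraries.

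Promoters were examined next, since the study compared promoter peaks between subsets. A promoter was taken from 1000 bp upstream to 100 bp downstream of an annotated start of a protein-coding gene. Of 21951 genes, 13703 to 14687 had a promoter peak in a given library (62.4% to 66.9%), and 12886 (58.7%) had one in all 6. Genes with a promoter peak in both libraries of a single subset and in no other library numbered 84 for Th2, 59 for Th9 and 50 for Th17. A further 186 genes were shared by Th9 and Th2 alone, 50 by Th2 and Th17 and 9 by Th9 and Th17. The 3 subsets together had 193 genes of their own, the largest sum of the 15 arrangements (one-sided exact permutation test, p = 0.0667), although pairs of libraries from different subsets shared between 8 and 82 genes alone. The counts for Th9 and Th17 thus lay within the range of the pairs of different subsets, and the Th2 count exceeded the highest of them by little. The counts of subset-specific genes also changed order with the filter. At a fold enrichment of at least 4 they were 141 for Th9, 55 for Th2 and 13 for Th17. In the top 20000 peaks by fold, Th9 and Th17 shared 222 genes and Th9 and Th2 shared 56, opposite in order to the full lists. With 1 library left out, genes of Th9 alone rose to as many as 255 (without Th9 replicate 3), of Th2 alone to 315 (without Th2 replicate 1) and of Th17 alone to 130 (without Th17 replicate 3).

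By a fixed rule, the 5 genes of each subset with the highest mean percentile are named. In Th9 these were Defb42, Tbx6, Nos2, Tff1 and Serpinb2, in Th2 Tmem17, Nepn, P2ry12, Ifne and Usp50, and in Th17 Klrd1, Il17f, Aqp9, Prr29 and Urad. Among Th2 genes, Tmem17 (chromosome 11, 22512088 to 22519234) was at percentiles 95.9 and 95.8 and Nepn (chromosome 10, 52391608 to 52404625) at 95.5 and 94.8. These Th2 calls depended on the edge of the promoter window. With 2000 bp on either side of the start, Tmem17, Nepn, P2ry12 and Ifne were called in all 6 libraries, and with an overlap of at least 200 bp Tmem17 was called in 1 library and Nepn and Ifne in 0. The wider window also brought calls in other subsets for Tbx6 and Nos2 of the Th9 genes, Usp50 of the Th2 genes, and Aqp9, Prr29 and Urad of the Th17 genes. In Th17, Klrd1 (chromosome 6, 129591782 to 129598775) was at 89.2 and 88.4, with 2 libraries called under both windows. In Th9, Defb42 (chromosome 14, 63046991 to 63048610) was at 77.0 and 71.4, likewise with 2 libraries under both windows. At a fold enrichment of at least 4 and in the top 20000 peaks alike, Klrd1 kept 2 libraries. All 5 named Th9 genes were then called in 0 libraries, as were Aqp9, Prr29 and Urad of the Th17 genes.

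At the Il9 locus the question was whether accessibility was confined to Th9 cells. Il9 (ENSMUSG00000021538.3) lies on the minus strand of chromosome 13, positions 56479277 to 56482246 of GRCm38. Both Th9 libraries had a broad peak over its promoter and first exon. It extended over 1517 bp at a fold enrichment of 5.09 (percentile 88.6) in replicate 1 and over 2072 bp at 6.77 (percentile 90.7) in replicate 3. Both Th2 libraries had a narrow and weaker peak there, 621 bp wide at percentile 37.1 and 287 bp wide at percentile 44.4. Neither Th17 library had a peak. The Th2 peaks were lost from both libraries at a fold enrichment of at least 4 or in the top 20000 peaks, while both Th9 peaks were kept. The 2 values in each subset did not overlap those of the other. With 2 libraries each, a permutation test of this single site could not reach a small p, and no other test was made.

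The enhancer known as CNS-25 was placed on the genome by the primers the study used for it. Their products mapped to chromosome 13, positions 56507355 to 56507454 and 56506861 to 56506967, within an intergenic region of 977 bp (56506823 to 56507799) that began 24577 bp upstream of the Il9 start. The Th9 libraries had peaks there at percentiles 98.1 and 95.8, the Th2 libraries at 96.0 and 92.7, and the Th17 libraries at 57.8 and 67.5. In Th17 the peaks were 401 and 500 bp wide, against 800 to 977 bp in the other 4 libraries, and overlapped the first product only. Neither Th17 peak reached a fold enrichment of 4. Another intergenic region, 19728 bp upstream (56501974 to 56503531), was called in both Th9 libraries at percentiles 89.2 and 91.8 and in both Th2 libraries at 55.5 and 50.2, but in neither Th17 library. A further region, 5649 bp upstream (56487895 to 56488937), was called in all 6 libraries, at 90.5 and 92.3 in Th9, 90.7 and 82.5 in Th2, and 70.9 and 76.3 in Th17. The region downstream of the gene (56475091 to 56480149), which reached the last exon only in Th9 replicate 3, and the region 39658 bp upstream over an exon of Fbxl21 were called in all 6 libraries. Both had percentiles above 83 throughout.

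**Figure D3:**
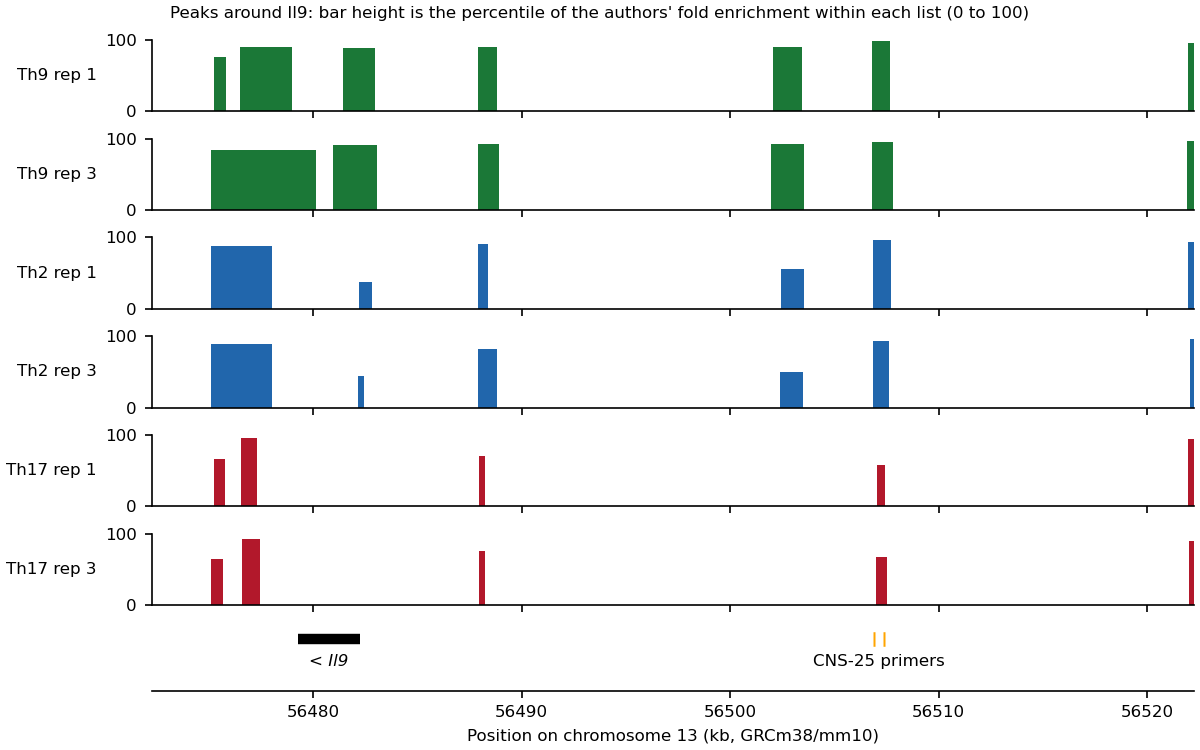
Peaks of each library from 40 kb upstream to 10 kb downstream of the Il9 start on chromosome 13 (x axis, kb, GRCm38); each bar is a peak and its height is the percentile of the authors' fold enrichment within that list. The promoter peak stands at 88.6 and 90.7 in Th9 and at 37.1 and 44.4 in Th2 and is absent in Th17, whereas the CNS-25 peak is present in all 6 libraries.

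The loci of the Th17 and Th2 cytokines were examined for the reciprocal pattern. Il17f (chromosome 1, 20777146 to 20784270) had a promoter peak in both Th17 libraries, at percentiles 86.7 and 87.5, and in none of the other 4, under each of the 8 alternatives tried for this promoter. A peak elsewhere in its gene body was called in each Th9 and Th2 library. Il17a (chromosome 1, 20730905 to 20734496) had one in both Th17 libraries, at 81.4 and 69.5, and a weak one in Th2 replicate 3, at 36.1; all 3 fell below a fold enrichment of 4. Il4 (chromosome 11, 53612460 to 53618669) had a promoter peak in both Th2 libraries at 87.8 and 88.3 and in both Th9 libraries at 89.5 and 92.3, with none in Th17. Thus at Il4 the Th9 libraries were not below the Th2 libraries. Il13 (chromosome 11, 53631324 to 53634702) had a call in its promoter window only in the Th2 libraries, and this call rested on short overlaps. Narrow peaks at the start itself stood at 51.5 and 71.1 in Th2. A stronger peak upstream, at 87.8 and 86.8 in Th2 and at 90.2 and 90.4 in Th9, touched the window only in Th2 replicate 3. With promoters of 2000 bp on either side, both Th9 libraries were called as well, and with an overlap of at least 200 bp 0 libraries were. Il5 and Rad50 had promoter peaks in all 6 libraries. For Il5 these ran from percentile 48.1 to 74.4 and were lost at a fold enrichment of at least 4, and for Rad50 from 85.0 to 96.2. Within the body of Rad50 (chromosome 11, 53649519 to 53707319), each Th9 and Th2 library had 5 peaks and each Th17 library had 2. No peak lay in the body of Il4 or Il13 in either Th17 library, and none lay in the body of Il17a in either Th9 library.

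**Figure D4:**
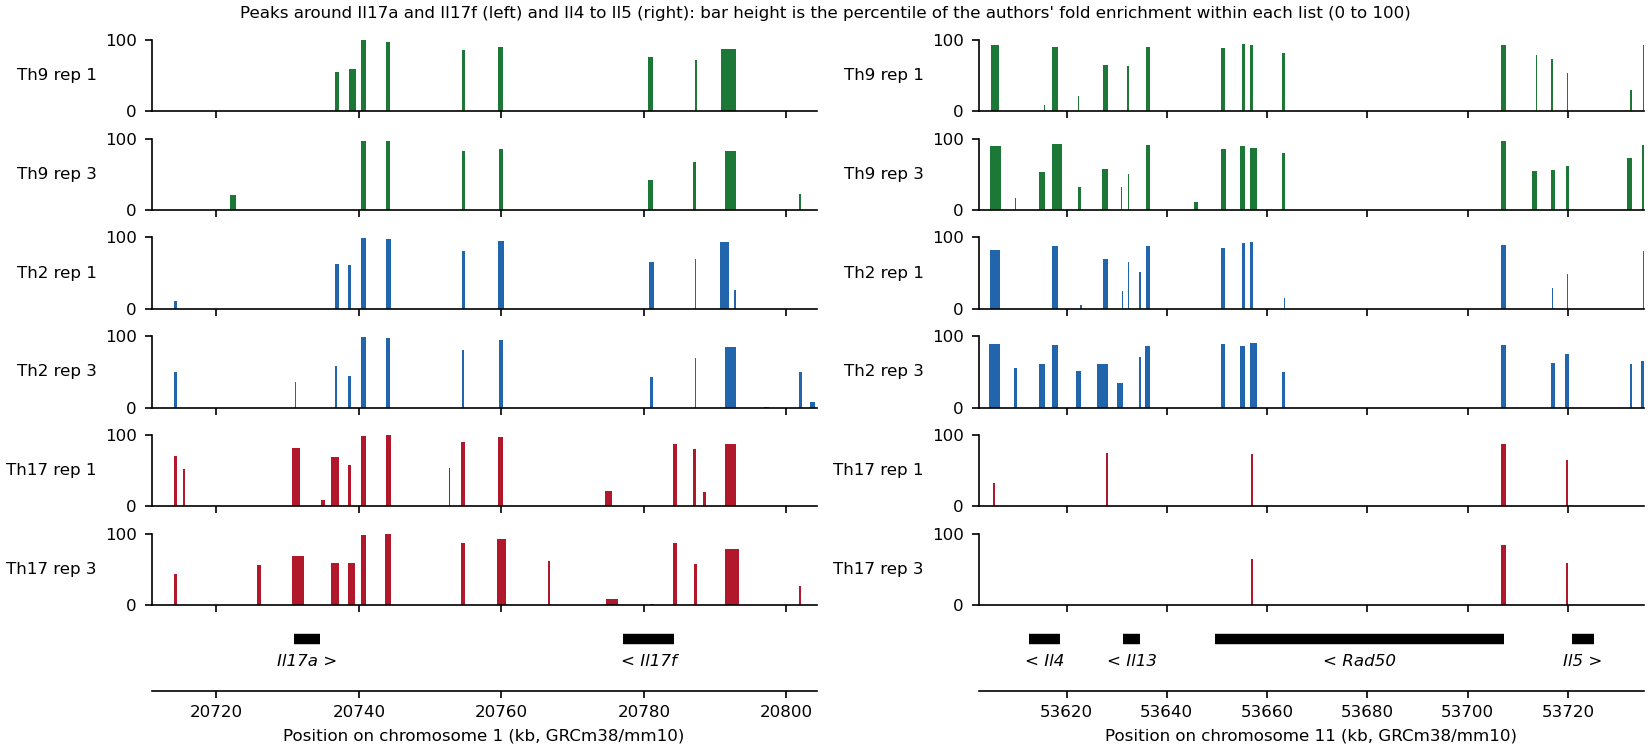
Peaks of each library around Il17a and Il17f on chromosome 1 (left) and from Il4 to Il5 on chromosome 11 (right), x axes in kb of GRCm38; each bar is a peak and its height is the percentile of the authors' fold enrichment within that list. The Il17f promoter peak is present in the Th17 libraries only (86.7 and 87.5), and the Il4 promoter peak is present in the Th9 and Th2 libraries and absent in Th17.

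Of 21 other genes with known roles in T helper cells, chosen before the data were examined, 11 had a promoter peak in all 6 libraries, among them Gata3, Batf, Irf4, Stat5a, Stat5b, Stat6, Il2ra and Maf. Promoter calls alone therefore did not separate the subsets at Gata3. At Ccr8 (chromosome 9, 120092114 to 120094906) all 6 libraries had a call, at percentiles 93.4 to 94.8 in Th9 and Th2 and at 59.1 and 49.9 in Th17. Il23r (chromosome 6, 67422932 to 67491855) had a promoter peak in both Th17 libraries only, at 12.4 and 62.1. Il10 and Tbx21 had one in all Th9 and Th2 libraries and in neither Th17 library, each below percentile 50. Tbx21 was at 43.9 and 15.3 in Th9 and at only 3.63 and 4.73 in Th2, near the lowest fold called in those lists. At equal list length Tbx21 kept 2 libraries and Il10 kept 4, and at a −log10 q of at least 5 they kept 0 and 1. A difference from Th17 at Tbx21 therefore rests on calls near the threshold. Il22, Spi1 and Ifng had none in any library. Among genes open in T cells, Actb, Cd3e and Ptprc were called in all 6 libraries, but Cd4 in only 4, so that a missing call did not always mean that a gene was silent. The 4 genes of other tissues taken as closed controls, Alb, Ins2, Myod1 and Neurod1, had no promoter peak in any library. With promoters of 2000 bp on either side, Myod1 was called in 3 libraries and Ifng in 1, and Alb, Ins2 and Neurod1 stayed without a call.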

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

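The setting of a fold enrichment of at least 2.2 was chosen after the lists had been seen; the other alternatives were fixed earlier. The difference in overlap between pairs of a single subset and other pairs kept its direction and its rank of 1 among 15 arrangements in all 7 settings that kept the 6 libraries and used that test, from 0.0622 with 1 kb bins to 0.115 at a −log10 q of at least 5. The difference in rank similarity likewise ranged from 0.0492 to 0.111. Leaving out 1 library gave 0.0476 to 0.0940 for overlap and 0.0596 to 0.0879 for rank similarity. Since the smallest possible p was 0.0667, these p-values could not show a loss or gain of significance. The position of the Th9 pair did depend on the setting: of the 12 pairs of different subsets, 6 had a higher Jaccard index in the full lists, 9 at a fold enrichment of at least 2.2, 1 at equal list length and 0 at a −log10 q of at least 5, a fold enrichment of at least 4 or in the top 20000 peaks.

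With the replicate number as a block, the difference was 0.0738 for overlap and 0.0765 for rank similarity, and the sum of regions called in 1 pair alone was 13886, each the largest of 6 arrangements (one-sided exact permutation test, p = 0.167, the smallest possible). The replicate numbers were not shown to pair the libraries, since the differences between replicates correlated at 0.168 between Th9 and Th2, 0.0313 between Th9 and Th17, and −0.00984 between Th2 and Th17. In the full lists the Jaccard index followed the numbers. Pairs of the same number were at 0.470 and 0.482 between Th9 and Th2, 0.449 and 0.454 between Th9 and Th17, and 0.482 and 0.475 between Th2 and Th17, each above both pairs of different number (0.435 and 0.453, 0.436 and 0.447, and 0.472 and 0.471). At equal list length this held between Th9 and Th2 alone. There the replicate 3 pair of Th9 and Th17, at 0.455, lay below both pairs of different number (0.460 and 0.475), as did that of Th2 and Th17, at 0.481 (0.498 and 0.493).

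The sum of regions called in 1 pair of a single subset alone was the largest of 15 arrangements in each setting, and its size moved to 7070 at a −log10 q of at least 5, 2934 at a fold enrichment of at least 4, 3143 in the top 20000 peaks, 8220 at a fold enrichment of at least 2.2 and 26898 in 1 kb bins. Without 1 library it ran from 10014 to 15262.

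Counts by subset were the least stable results. Of 63 region counts under other settings, 40 moved by more than 1.5 times, as did 31 of 70 promoter counts. In the order Th9 alone, Th2 alone, Th17 alone, Th9 with Th2, Th9 with Th17, Th2 with Th17 and all 6 libraries, a fold enrichment of at least 4 gave 787, 1683, 464, 1655, 76, 183 and 12071 regions, the top 20000 peaks gave 706, 1131, 1306, 1065, 428, 407 and 12137, 1 kb bins gave 5421, 13855, 7622, 9002, 1292, 7325 and 96345, and either library gave 39733, 36902, 24985, 21496, 9785, 18973 and 84143. A −log10 q of at least 5 gave 430 for Th9, 4052 for Th2, 2588 for Th17, 2122 for Th9 with Th2, 152 for Th9 with Th17 and 25150 for all 6. A fold enrichment of at least 2.2 gave 3535 for Th2, 1609 for Th17, 394 for Th9 with Th17 and 965 for Th2 with Th17. Equal list length gave 1063 for Th9 with Th17, and requiring 50% of a region gave 24599 for all 6. Fewer calls were required with either library, which raises those counts by construction. For the other settings the cause was not tested, and fewer peaks did not always give fewer regions, as for Th9 with Th17 at equal list length. The q cutoff also asks for a higher fold at lower depth, so its low Th9 counts cannot be separated from depth. Th2 had the most regions of its own in the full lists, Th17 in the top 20000 peaks and Th9 with either library.

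Leaving out 1 library gave 3482 to 29819 regions for Th9 alone, 7778 to 26170 for Th2 alone, 4524 to 18831 for Th17 alone, 5890 to 8734 for Th9 with Th2, 1069 to 2900 for Th9 with Th17 and 4633 to 9193 for Th2 with Th17. For promoters the ranges were 65 to 255, 98 to 315, 60 to 130, 219 to 395, 15 to 58 and 64 to 174 in the same order. A subset then needed a call in only 1 library, which raises its count by construction. The highest Th9 value, 29819, came without Th9 replicate 3, the highest Th2 value, 26170, without Th2 replicate 3, and the highest Th17 value, 18831, without Th17 replicate 3.

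Mean unique regions per trio for Th9, Th2 and Th17 were 3086, 4728 and 1492 at a fold enrichment of at least 4. Other values that moved were 20521 for Th2 at equal list length and 13557 for Th2 and 6048 for Th17 at a fold enrichment of at least 2.2.

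Promoter counts at a −log10 q of at least 5 were 15 for Th9, 142 for Th2, 102 for Th9 with Th2, 2 for Th9 with Th17 and 80 for Th2 with Th17. A fold enrichment of at least 4 gave 141 for Th9, 55 for Th2, 13 for Th17, 27 for Th9 with Th17 and 11 for Th2 with Th17. The top 20000 peaks gave 94 for Th9, 29 for Th2, 56 for Th9 with Th2, 222 for Th9 with Th17 and 29 for Th2 with Th17. A fold enrichment of at least 2.2 gave 18 for Th17 and 21 for Th2 with Th17. Either library gave 418, 454, 188, 637, 111 and 239 in the order above, and all annotated genes gave 130, 293, 142, 375, 36 and 191. For Th9 with Th17, promoters of 2000 bp on either side gave 17 and an overlap of at least 200 bp gave 5. The cause was not tested, and the q cutoff again asks for a higher fold at lower depth. Th9 had the most promoters of its own at a fold enrichment of at least 4, at 2.2 and in the top 20000 peaks, and Th2 in the full lists.

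At the cytokine loci 20 of 93 values moved. At a fold enrichment of at least 4 and in the top 20000 peaks alike, the Il9 promoter was called in 0 Th2 libraries, Il17a in 0 Th2 and 0 Th17 libraries, Il13 in 1 Th2 library, Il5 in 0 libraries of each subset and CNS-25 in 0 Th17 libraries. At a fold enrichment of at least 2.2, Il9 was called in 1 Th2 library, Il17a in 0 and Il5 in 1. With promoters of 2000 bp on either side, Il13 was called in 2 Th9 libraries. These filters remove the weaker peaks by construction. At an overlap of at least 200 bp, Il13 was called in 0 libraries. Of 400 calls for single named genes, 89 moved.

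Depth limits the absence of a call more than its presence. Th9 replicate 1 had a background coverage of 5.65 fragments, so a site with a fold enrichment under 2.11 went uncalled there although the other 5 libraries called sites down to 1.71 to 1.83.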

Other observations

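The tests of joined peaks, of base composition, of the AP-1 word in Th2 regions, of list length for the pair of Th9 replicate 1 and Th2 replicate 1, and of the X chromosome were chosen after the results had been seen; the other 5 were written beforehand.

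Replicate 1 had the longer deposited list in each subset. The order was not the same among stronger peaks. At a −log10 q of at least 5, replicate 3 had more peaks in Th9 (42633 against 35403) and Th2 (59936 against 48306), and replicate 1 in Th17 (48934 against 44290). At a fold enrichment of at least 4, replicate 3 had more in Th2 (25334 against 22224), and replicate 1 in Th9 (24364 against 19593) and Th17 (19718 against 15159). Deeper sequencing was tested through background coverage, which was higher in the longer list in 0 of 3 subsets, and this argues against greater depth as the reason for the longer deposited lists. Joining of nearby peaks into fewer, longer ones in replicate 3 was tested by joining all peaks up to 1 kb apart. The ratio of replicate 1 to replicate 3 list length was then still 1.36 in Th9, 1.16 in Th2 and 1.23 in Th17, against 1.41, 1.18 and 1.27 in the deposited lists, so joining did not account for most of the difference. A difference in library quality or in fragment length, which was longer in replicate 3 in each subset, stays open, and no biological explanation was tested.

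Regions called in both libraries of a single subset could be weak peaks near the calling threshold. Regions shared by 2 libraries of different subsets alone had a pooled median percentile of 24.1, against 29.4 for Th9, 41.2 for Th2 and 37.8 for Th17. This argues against weak peaks as the whole explanation for Th2 and Th17, whose medians exceeded those of all 12 pairs of different subsets (20.9 to 30.9). For Th9 the median exceeded 11 of the 12, and its margin was small.

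Sequence words for factors tied to Th2 and Th9 cells were counted in the same regions, per kb, with the 12 pairs of different subsets as background. The GATA word WGATAR occurred 2.36 times per kb in Th2 regions, above the 1.27 to 2.003 of the pairs. Its ratio to the word read backwards was 1.34 (95% interval 1.29 to 1.38), and the highest pair was at 1.32, so the ratio did not set the Th2 regions apart from all pairs. The Th2 regions also had the lowest GC content (45.1%, against 45.3% to 50.9% for the pairs). Pairs of similar GC content had lower ratios, 1.14 at 45.3%, 1.09 at 46.6% and 1.18 at 46.9%, whereas ratios of 1.31 to 1.32 came at 47.6% to 50.9%. This argues against low GC content alone as the source of the Th2 ratio. Other features of base composition were not tested.

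In Th9 regions the STAT5 word TTCYNRGAA occurred 0.285 times per kb (562 sites, 95% interval 0.262 to 0.310). The highest pair of different subsets was at 0.277 and the next at 0.145, so an excess over all 12 pairs cannot be told apart from counting error. The interval did lie above that next pair, the Th2 regions (0.168) and the Th17 regions (0.146). The highest pair was Th9 replicate 3 with Th2 replicate 3. Per the methods, IL-2 was added to Th9 and Th2 cultures and blocked in Th17 cultures, and the paper ties IL-2 to STAT5. That pair may therefore share STAT5 sites and may not be a neutral background. The other pairs of Th9 and Th2 libraries, however, were at 0.107 to 0.138. In Th9 regions the word read backwards was at 0.0761, within the range of the pairs (0.0499 to 0.104), which argues against base composition. The AP-1 word TGASTCA was at 0.198 per kb in Th9 regions, within the range of the pairs (0.136 to 0.398) and above 5 of the 12, so an AP-1 excess was not seen there. In Th2 regions the AP-1 word was at 0.552 per kb (2202 sites), above all 12 pairs, and its ratio to the backward word, 2.32 (95% interval 2.15 to 2.51), was above their highest, 1.93. The pair at 1.93, Th2 replicate 3 with Th17 replicate 1, rested on 442 sites and carries counting error of its own. Th17 regions were at 0.345 per kb with a ratio of 1.76, below the highest pair (0.398) and above the next (0.327). AP-1 or BATF sites may therefore be enriched in Th2 regions, though not in Th2 regions alone. This is a hypothesis found and tested on the same data.

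Th9 replicate 1 and Th2 replicate 1, the longest lists, shared 5569 regions found in no other library, more than the Th9 pair or the Th17 pair. At equal list length this fell to 1743, below the lowest pair of a single subset, 2762. List length is thus a possible explanation for this excess, although equal length also removes the weakest peaks. At a fold enrichment of at least 2.2 the pair still held 4041 regions, above the pairs of a single subset (1609 to 3535). Th9 replicate 1 then shared 1680 with Th2 replicate 3, whose list was of similar length to that of Th2 replicate 1 (69982 against 73560 peaks). The length of the Th2 list thus did not account for that gap. The pair still held the longest lists there, however, with 121840 peaks in Th9 replicate 1. At equal list length its 1743 regions lay below Th9 replicate 1 with Th17 replicate 3 (1877) and Th9 replicate 3 with Th2 replicate 3 (1800). The settings therefore disagree on list length, and a shared handling of the replicate 1 libraries stays open.

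The X chromosome held 4.96% and 5.36% of peaks in the Th17 lists, against 3.60% and 2.81% in Th9 and 3.53% and 3.32% in Th2, a ratio of 1.56 between the means. The highest ratio of an autosome was 1.13, for chromosome 14. Among peaks with a fold enrichment of at least 4 the ratio was 1.02. The autosome of lowest GC content, chromosome 3 (40.5%, against 39.3% for X), had a ratio of 1.01, which argues against base composition. Of the 4008 regions called in both Th17 libraries alone, 524 (13.1%) lay on X, with a median percentile of 24.3 against 41.0 elsewhere, so the surplus consisted of weak peaks. A difference in X copy number between female and male animals was tested at the promoters of the widely expressed Y genes Kdm5d, Uty, Ddx3y and Eif2s3y, chosen after the pattern was seen. They had 0 calls over the 6 libraries, while their X partners Kdm5c, Kdm6a, Ddx3x and Eif2s3x had 24 of 24 calls, at percentiles of 86.5 or more. Male cells were thus not seen at these promoters, which argues against such a difference in X copy number. Each list did hold peaks elsewhere on the Y chromosome, from 57 in Th9 replicate 3 to 106 in Th9 replicate 1. Their origin was not tested, so male cells were not fully excluded. A weak, broad rise in accessibility over X in Th17 cells and another difference between the animals or cultures stay open.

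Each list held a peak over the whole mitochondrial chromosome, with a fold enrichment of 1121 to 2000, although the methods state that mitochondrial reads were set aside. Whether the lists were called before that step was not tested, and each is a single peak, so no region count changes by more than 1 through it.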
